A study of Homo sapiens with 6 samples. Its data were reported in "Loss of the multifunctional RNA-binding protein RBM47 as a source of selectable metastatic traits in breast cancer" (2014).

How the data were processed

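RNA was sequenced from 6 cultures of MDA-MB-231-BrM2a, a brain-metastatic derivative of the MDA-MB-231 human breast cancer cell line. In 3 cultures the cells carried an empty vector (control, not clonal), and in 3 the cells were a single-cell clone with a doxycycline-inducible RBM47 transgene (RBM47). RBM47 is an RNA-binding protein. All 6 cultures received 10 ng/ml doxycycline for 3 days. Groups and replicate numbers were taken from the sample labels.

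The table held 1 row per cassette exon event, that is, an exon that is either included between its flanking exons or skipped. The authors gave the inclusion rate of each sample as a fraction. It is the number of reads over the 2 junctions of the included exon divided by that number plus 2 times the reads over the skipping junction. The authors also deposited the average fraction of each group, the difference of the averages (RBM47 minus control), and an unadjusted p-value from Fisher's exact test. The read counts the authors deposited were summed over the 3 samples of a group, separately for the including and the skipping isoform. No counts per sample were used here, so the depth of each sample is unknown and no confidence interval is given for a single sample. The lowest total of an event over both groups was 15 reads, so the minimum of 10 reads removed none. The including totals hold reads beyond those in the inclusion rate. Of 963 events whose control rates were all 0 in rows with matching averages, 576 had including reads in control. The study's methods name STAR and the hg19 build (the same as GRCh37) for RNA-seq of the cell lines. Its results section describes mapping to cassette exon junctions by the approach of an earlier study. Neither these descriptions nor the table's header say which build the table's coordinates use. Most of these coordinates do not lie in the hg19 gene of the same name. Of 22957 events whose gene was in the GENCODE annotation of GRCh37, 1989 (8.66%) lay inside the gene of the same name, so coordinates are given as in the table, with no build named. Where exactly 1 exon of the same gene lay between 2 neighbours with the same outer span as the event, that exon is given with its GRCh37 position. This is a match by gene and span made here, and 8507 events had one.

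The rows of the deposited table were not all aligned, which was found after the data were examined. In 1392 of 24725 rows (5.63%) the 3 rates of a group did not average to the group average in the same row. All 1392 were among the 3585 rows with a Fisher p-value of at most 0.05 (38.8% of them), and 0 had a larger p-value. For 1122 of these rows the rates of 1 other row averaged to both printed averages within a tolerance of 3e-09 (the table prints 9 decimals), and those rates were used. For 266 rows, no row carried both averages. In 255 of them a row not yet used carried the RBM47 average, and the rates of all 6 samples were taken from it, so the printed control average and difference of these rows were set aside. The remaining 15 rows had more than 1 possible source or none and were left without rates, which left 24710 events. Only printed averages entered the matching, and the read totals served to check it. Over the 255 events matched by the RBM47 average alone, the control rate from the read totals had r = 0.963 with the matched control rate across events, 0.0288 with the printed control average and 0.00840 with the rates in the row. Over rows aligned as deposited, r was 0.988. Events are not independent replicates, and these r values only describe the matching.

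Fisher's exact test (two-sided) was recomputed from the 4 read totals of each event with scipy 1.17.1 and gave the deposited p-value within 0.00201 on the log10 scale. Study criteria were an unadjusted p of at most 0.05, a difference in mean inclusion rate of at least 0.2 and at least 10 reads. Benjamini-Hochberg adjustment used statsmodels 0.14.6. Fisher's test pools the samples of a group and does not see the spread between replicates. A quasi-likelihood count test had been chosen before the data were examined, and it needs counts per sample. limma 3.58.1 (R 4.3.3) was used in its place, on the arcsine square root of the rates with a variance trend on log2 reads, for events with an overall mean rate of 0.1 to 0.9. A call needed an adjusted p under 0.05 and a difference of at least 0.2.

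The form of that limma test was chosen after the data were examined. A first form, on log2 odds with 0.01 added and no limit on the mean rate, recovered 0 of 200 changed events in simulated data. In all, 16 forms were then compared (4 transformations, with or without the trend and the limit on the mean), and their calls in the real table were visible beside their recovery in the simulation when the form was chosen. They recovered 0 to 130 of the 200 simulated changes and gave 29 to 112 calls in the real table. The chosen form recovered 113 with 4 false calls and gave 92 calls in the real table. The form with the highest recovery, untransformed rates, recovered 130 with 8 false calls and gave 112. In the chosen form, 4.87% of unchanged simulated events had an unadjusted p under 0.05 among 5459 events tested.

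Per-sample median rates were compared by an exact permutation test, two-sided, over events with at least 30 reads in each group. With 3 samples against 3 its smallest p is 0.1. Exons were named by a rule fixed before the data were examined. It takes the cassette exons of SLK, MDM4, LIMCH1, MBNL1, SEC31A and TNC (of a gene with more than 2, those past the study criteria), and the 5 largest increases and 5 largest decreases, 1 per gene, past both tests and with no overlap between the groups. The rule asked for 10 reads in every sample, and 20 reads in each group were asked for instead. The table held 0 events of the RBM47 gene, so the labels could not be checked against it. Reads per sample and event types other than cassette exons were not analysed here. Alternatives were read minimums, p and difference thresholds, rates from summed reads, halved including reads, transformations, the replicate number as a block, the handling of misaligned and repeated rows (77 rows repeat another) and leaving out each sample. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.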

Results

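Cassette exon inclusion was measured by RNA-seq in MDA-MB-231-BrM2a breast cancer cells, in 3 control cultures with an empty vector and 3 cultures of a clone expressing RBM47. The table held 24725 events in 7969 named genes. Reads summed over a group came to 26498401 in control cells (22754308 including and 3744093 skipping) and 24116982 in RBM47 cells (20835667 including and 3281315 skipping). The RBM47 total was 0.910 times the control total. The median event had 362 reads in control and 294 in RBM47 cells. Reads per sample were not analysed here, so a depth difference between the groups could not be tested.

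Inclusion rates of any 2 samples correlated across events with r from 0.952 to 0.974. The 5 samples other than RBM47 replicate 2 had r of at least 0.968 with one another. Among 6002 events with a mean rate of 0.1 to 0.9, 14.8% of the rates of RBM47 replicate 2 were exactly 0 or 1, against 6.13% to 7.63% in the other samples. The median SD over these events was 0.0614 in control and 0.0733 in RBM47 cells.

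The first comparison asked whether inclusion shifted one way over all measured exons. Over 22973 events with at least 30 reads in each group, the per-sample median inclusion rate was 0.942 ± 0.000857 (SD, n = 3) in control and 0.946 ± 0.00771 (SD, n = 3) in RBM47 cells. The difference of 0.00401 was smaller than the RBM47 SD (exact permutation test, two-sided, p = 0.6, smallest possible 0.1). It rested on RBM47 replicate 2, without which it was -0.000195. The middle 50% of events is bounded by differences of -0.0110 and 0.0109.

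The next comparison asked which exons changed with RBM47 under the study criteria. These were met by 152 exons with higher and 198 with lower inclusion in RBM47 cells, 350 events (1.42% of 24710) in 300 genes. Among the alternatives, keeping only rows aligned as deposited gave the lowest counts, 31 and 45, and lowering the required difference to 0.1 the highest, 401 and 494. With a Benjamini-Hochberg adjusted Fisher p under 0.05, 93 higher and 117 lower events were left. The median absolute difference of the 350 was 0.281 and the largest 0.907, and 34 differed by at least 0.5 (16 higher and 18 lower). The rates of the 2 groups did not overlap in 247 of the 350 (70.6%), against 9.07% of the other events. The 350 were selected on a difference of the same rates, which favours non-overlap, so the 10% that chance gives for 3 samples against 3 holds for unselected events and is no baseline for them.

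**Figure D1:**
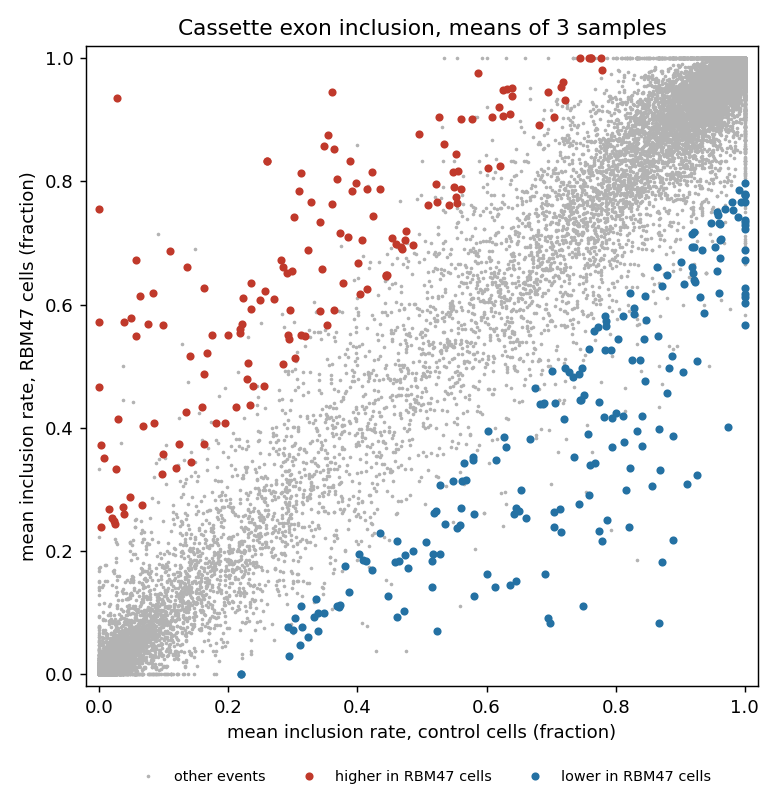
Mean inclusion rate (fraction, 3 samples per group) of each event in control cells (x axis) and RBM47 cells (y axis). Red points are the 152 events with higher and blue points the 198 with lower inclusion in RBM47 cells under the study criteria, and grey points are the other events.

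These counts depended on which sample rates belong to which row. Of the 350 events, 76 lay in rows aligned as deposited and 274 in re-matched rows. The differences printed in the authors' deposited table gave 121 higher and 140 lower events under the same criteria. Of those 261 events, 253 also passed with the matched rates, 205 in the same direction and 48 in the opposite one, and the other 8 had no matched rates. A further 97 events passed with the matched rates only. The read totals, which were not used for matching, went against the printed difference in 48 of the 261 events and against the matched difference in 0 of the 350.

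**Figure D2:**
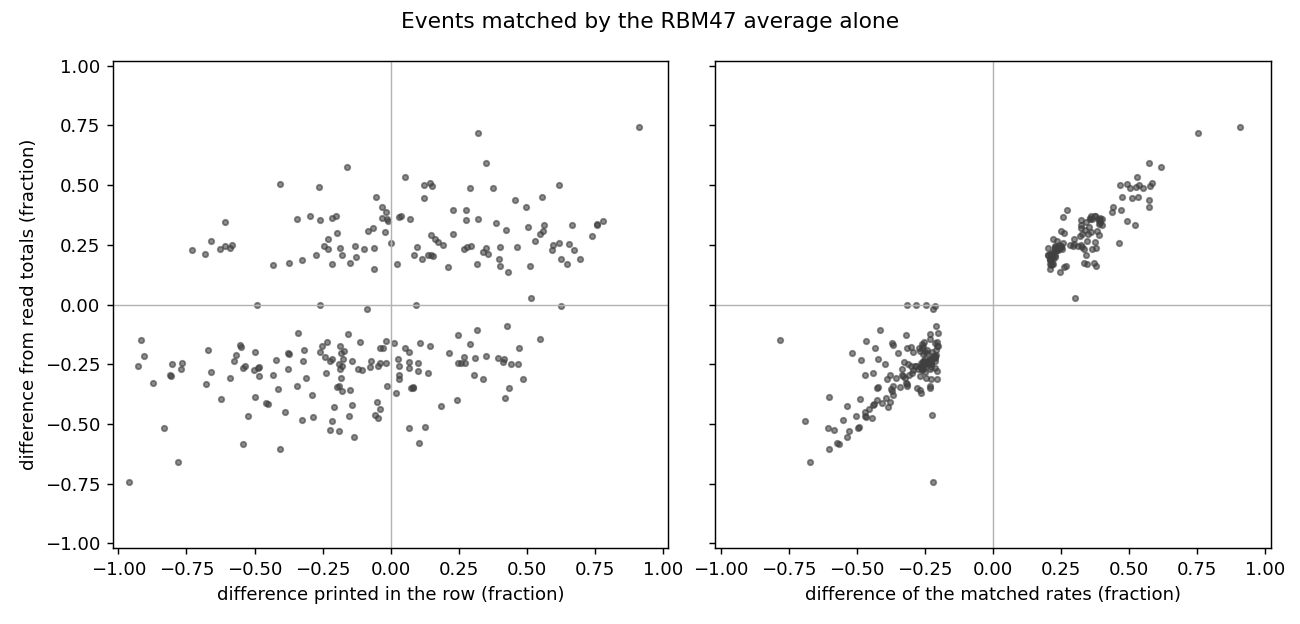
Differences in inclusion rate (fraction, RBM47 minus control) of the 255 events matched by the RBM47 average alone, with the difference from group read totals on both y axes and, on the x axes, the difference printed in the row (left) and that of the matched rates (right). Signs were the same as those of the read totals in 165 events on the left and 255 on the right.

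The replicate-level comparison tested whether differences exceeded the spread between samples. limma tested 6002 events, of which 723 had an unadjusted p under 0.05 and 134 a limma adjusted p under 0.05. With a difference of at least 0.2, 45 events had higher and 47 lower inclusion in RBM47 cells, in 78 genes. All 92 were among the 350 events past the study criteria (26.3%), and 1 of them lay in a row aligned as deposited. Restricting limma to rows aligned as deposited moved this result most, to 1 higher and 0 lower, with the matched events left out. Leaving out 1 sample gave 21 to 31 higher and 28 to 39 lower events, with 21 and 28 without control replicate 3. The count also depended on the form of the test, which was chosen after the data were examined, and ranged from 29 to 112 calls over 16 forms. Of the 350 events, 256 had an unadjusted limma p under 0.05. The 92 had a median of 778 reads and the other 258 a median of 160.5.

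The exons of genes followed by the study were examined one by one, with positions as the table gives them. In SLK (chromosome 10, 105757924 to 105768036) the inclusion rate was 0.00709 ± 0.00647 (SD, n = 3) in control and 0.350 ± 0.0370 (SD, n = 3) in RBM47 cells. The difference of 0.343 exceeded the spread (limma adjusted p = 0.000867, Fisher's exact p = 5.26e-62). Group totals were 6 including and 387 skipping reads in control and 159 and 146 in RBM47 cells. The authors' deposited table prints a difference of -0.608 for this event, which has the opposite sign. By gene and span the exon is a coding exon of 93 bases at chromosome 10, 105770574 to 105770666 in GRCh37. A second SLK event (105740422 to 105742880) was included at a rate of 1 in all 6 samples, from 346 and 135 reads.

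In LIMCH1 (chromosome 4, 41315961 to 41341399) inclusion fell by 0.228, from 0.960 ± 0.0153 (SD, n = 3) to 0.732 ± 0.0630 (SD, n = 3), with a limma adjusted p of 0.0423 from 321 and 83 reads. The authors' deposited table prints 0.273 for it. Without RBM47 replicate 3 the difference was -0.19977, just short of the required size. The exon matched by gene and span has 36 coding bases at 41640949 to 41640984 in GRCh37.

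The 4 SEC31A events past the study criteria, on chromosome 4, were all higher in RBM47 cells. Between 83969176 and 83982657, one rose from 0.0827 ± 0.0202 to 0.620 ± 0.0781 (SD, n = 3 each, limma adjusted p = 0.000331) and another from 0.354 ± 0.117 to 0.876 ± 0.0468 (SD, n = 3 each, limma adjusted p = 0.00421). Between 83969176 and 83984685, one rose from 0.0639 ± 0.0187 to 0.615 ± 0.0498 (SD, n = 3 each, limma adjusted p = 0.000253) and another from 0.469 ± 0.0391 to 0.690 ± 0.0325 (SD, n = 3 each, limma adjusted p = 0.00790). The events of this second pair share outer ends and skipping totals (327 reads in control and 142 in RBM47 cells), so they are not independent. The events of the first pair have the same outer ends but different skipping totals (365 and 38 reads in control, 200 and 30 in RBM47 cells), so their flanking exons were not taken to be the same. The last of the 4 events differed by 0.170 when rates were taken from summed reads, and by 0.199 without control replicate 2, both under the required 0.2. A further SEC31A event (83997865 to 84002748), not past the study criteria, went the other way. Its inclusion was 0.725 in control and 0.566 in RBM47 cells, a difference of -0.159 (limma adjusted p = 0.0375).

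The other followed exons met the study criteria but not the replicate-level test. From RT-PCR the study described exclusion of an MDM4 exon and inclusion of an MBNL1 exon with RBM47, the directions found here. It named no RT-PCR for TNC, and whether the MDM4 and MBNL1 events are the same exons was not checked. In MBNL1 (chromosome 3, 153645760 to 153648251) inclusion was 0.229 ± 0.0402 (SD, n = 3) in control and 0.480 ± 0.116 (SD, n = 3) in RBM47 cells, with no overlap between samples and a limma adjusted p of 0.277. Without RBM47 replicate 3 the difference was 0.190. The matched exon has 54 coding bases at 152164493 to 152164546 in GRCh37. The MDM4 events (chromosome 1, 202767941 to 202774058) had differences of -0.209 and -0.237, with SDs of 0.210 and 0.242 in control and limma adjusted p of 0.574 and 0.589. Without control replicate 3 the differences were -0.0948 and -0.101, and without RBM47 replicate 2 they were -0.136 and -0.159. Both MDM4 events share the same outer ends and skipping totals (11 reads in each group) and are not independent. In TNC (chromosome 9, 116844318 to 116865288) the rate was 1 in all 3 control samples and 0.667, 0.143 and 1 in RBM47 replicates 1, 2 and 3, from 94 and 28 reads, with a limma adjusted p of 0.413. Without RBM47 replicate 2 the TNC difference was -0.167. The authors' deposited table prints 0.440 for TNC.

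The largest increase past both tests was in MYO6 (chromosome 6, 76658966 to 76661696), from 0.0278 ± 0.0481 (SD, n = 3) to 0.935 ± 0.0249 (SD, n = 3), with a limma adjusted p of 0.000330 from 56 and 332 reads. Its matched exon has 27 coding bases at 76604531 to 76604557 in GRCh37. It was followed by CSPP1 (0.755 higher, from 45 and 54 reads), PDGFA (0.617), PBRM1 (0.585) and CTAGE5 (0.576), with limma adjusted p from 0.000253 for PDGFA to 0.0410 for CTAGE5.

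The largest decrease was in ADAM15 (chromosome 1, 153300517 to 153301468), where inclusion fell by 0.783, from 0.867 ± 0.231 (SD, n = 3) to 0.0833 ± 0.0833 (SD, n = 3, limma adjusted p = 0.0188). Summed reads gave a much smaller ADAM15 difference of -0.147, under the required 0.2. Group totals were 141 including and 2 skipping reads in control, and 302 and 32 in RBM47 cells. RBM47 rates were 0.0833, 0 and 0.167, so most of the 302 including reads cannot have entered them. With 2 skipping reads in control, the rate of 0.6 in control replicate 3 rests on few reads. The read minimum for naming and the variance trend used the totals, so the ADAM15 size and limma adjusted p are uncertain. In CLSTN1 (chromosome 1, 9718529 to 9723900) inclusion fell by 0.602, from 0.911 ± 0.00797 (SD, n = 3) to 0.309 ± 0.0761 (SD, n = 3), with a limma adjusted p of 0.000253 from 1944 and 813 reads. The matched CLSTN1 exon has 57 coding bases at 9797556 to 9797612 in GRCh37. Differences were -0.583 in EPB41, -0.572 in TBC1D23 and -0.537 in NF2, with limma adjusted p of 0.0375, 0.000253 and 0.0247. The authors' deposited table prints differences of opposite sign for PDGFA (-0.160) and TBC1D23 (0.106).

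**Figure D3:**
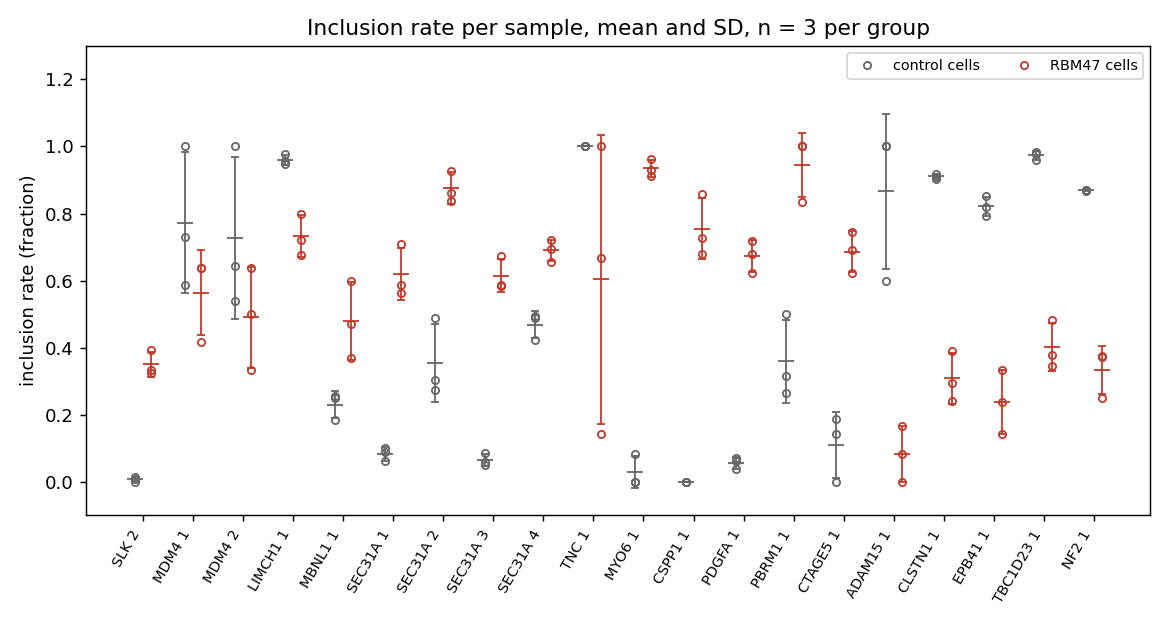
Inclusion rate (fraction) of each named event except the unchanged SLK event, with control samples in grey and RBM47 samples in red. Circles are single samples, and bars are the mean and SD of 3 samples, which can pass 1 or 0 where samples vary, as in TNC and ADAM15.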

Values the study reported

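The study reported 121 cassette exons with RBM47-dependent inclusion and 140 with RBM47-dependent exclusion.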

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

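The matching of rates to rows, the form of the limma test and the minimum of 30 reads were chosen after the data were examined, as were the alternatives to them, the dropping of repeated rows and the use of 1 event per flanking region. The other alternatives were fixed before. Under the study criteria, the 152 higher and 198 lower events became 93 and 117 with a Benjamini-Hochberg adjusted Fisher p under 0.05, 401 and 494 with a difference of at least 0.1, and 73 and 86 with at least 0.3. In rows aligned as deposited alone they were 31 and 45, because the 1392 other rows are left out. Counts stayed within 1.5 times with 20 or 30 reads in each group, summed reads, halved including reads, repeated rows dropped, 1 event per flanking region and rates in the row as deposited, and leaving out 1 sample gave 143 to 164 higher and 193 to 218 lower events. The averages of the authors' deposited table gave 121 and 140. Such counts do not show which events passed, and 48 events changed direction between the deposited and the matched differences. Dropping the minimum of 10 reads removed nothing and tests nothing.

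The 45 higher and 47 lower events of the replicate-level test became 29 and 38 on log2 odds with 0.01 added, 24 and 32 without the variance trend, 29 and 39 with all mean rates tested, and 69 and 65 with no minimum difference. Rows aligned as deposited alone gave 1 and 0. The form of the test thus moves this count, and the form used was picked from 16 with their real calls in view. The number with untransformed rates was 49 and 63, with 86 calls shared with the arcsine form. Leaving out 1 sample gave 21 to 31 higher and 28 to 39 lower events, lowest without control replicate 3, with fewer samples in each fit. Apart from the replicate block, given next, other alternatives stayed within 1.5 times.

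The replicate number as a block gave 29 higher and 40 lower events, 64 calls shared with the fit without it. Deviations of samples with the same number from their group means had r of -0.0224, -0.00548 and 0.0139, so the numbers do not pair the samples. Of the 16 named events with a limma adjusted p under 0.05, 6 were above it with the block, namely LIMCH1 (0.0947), PBRM1 (0.0576), CTAGE5 (0.0987), ADAM15 (0.0532), EPB41 (0.0987) and NF2 (0.0835). Their limma adjusted p on log2 odds with 0.05 added, the other alternative computed for it, ran from 0.0165 in ADAM15 to 0.0447 in CTAGE5.

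The median change reversed to -0.000941 with means in place of medians, and ranged from -0.000195 (without RBM47 replicate 2) to 0.00738 when 1 sample was left out. The cause was not tested. Differences printed in the authors' deposited table reversed the sign of SLK (-0.608), LIMCH1 (0.273), TNC (0.440), PDGFA (-0.160) and TBC1D23 (0.106), by their construction from misaligned rows. In all, 208 alternatives were computed for named events, of which 184 changed no call, 19 were weaker and 5 reversed. The 184 include those of the SLK event with a rate of 1 in every sample, where leaving out a sample can change nothing. They also include the limma alternatives of the MDM4, MBNL1 and TNC events, whose adjusted p was already above 0.05.

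The other count-model, limma read-ratio and TMM alternatives, the minimums of reads in every sample, and all alternatives for reads per sample and other event types need counts per sample or other events and were not run. Group totals limit the depth of single samples to an unknown value, so the precision of a rate cannot be given.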

Other observations

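Of the tests below, only that of region length for MBNL1 was chosen before its result was seen. All other tests were chosen after the result.

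The misaligned rows had averages and rates that belong together across different rows. If part of the columns had been sorted apart from the rest, rates found through the printed averages should go the same way as the read totals, and they did in 255 of the 255 events matched by the RBM47 average alone. If rates and totals only came from different reads of the same libraries, the rates in a row would still follow its totals, as they did in aligned rows (r = 0.988 across events in control), but in these 255 rows r was 0.00840. A candidate explanation is therefore a partial sort of a subset of rows. The directions of SLK and LIMCH1 described by the study from RT-PCR are those of the matched rates. Why only some rows were involved stays open. Misaligned rows spanned a median of 7056.5 bases between the outer ends of the flanking exons, against 3902 bases in the 2193 aligned rows with a Fisher p of at most 0.05, and a permutation test, two-sided, gave p = 1e-05, the smallest that 100000 permutations can give. A random draw of rows is thus argued against. Events of the same flanking region share a span, however, and were counted as separate rows, so this p can overstate the evidence. The size of the change differed between the kinds of misaligned row. All 255 events matched by the RBM47 average alone were past the study criteria, but only 19 of the 1122 matched by both averages were (1.69%), against 3.47% of the aligned rows with a Fisher p of at most 0.05. Rows chosen by a property that grows with length, such as a count of binding tags in the region, may explain the longer spans. Binding data were not analysed here, and spans were not compared between the kinds of misaligned row. The difference in size of change between these kinds therefore stays open. No biological explanation was tested.

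For the replicate-level test, 1 of the 10 splits of the 6 samples into 3 and 3 gave as many calls as the real split, namely the real split itself with 92. The other splits gave 0 calls, except 1 with 2. With 10 splits the share is never under 0.1, so the rank of the real split alone cannot pass 0.05. The RBM47 cells were also a clone and the control cells were not, so RBM47 and clonal origin cannot be told apart.

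RBM47 replicate 2 lay farther from the other samples. Fewer independent reads in that library may be the source. Its share of rates at exactly 0 or 1 was 14.8%, against at most 7.63% elsewhere. In events with a Fisher p above 0.05, its distance from the control mean fell from 0.243 in the 1148 events with the fewest reads to 0.0570 in the 1151 events with the most, and it also fell in the other RBM47 samples. Relative to their mean distance it was 1.49 times as far in the former and 1.40 times in the latter. The relative excess thus narrowed little with depth, although the distance itself fell. A library with fewer reads in every event could also keep such a ratio, so the ratio does not argue against that source. Low depth and repeated copies of the same molecules were not separated, and reads per sample were not analysed here.

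Exons past the study criteria had a length divisible by 3 in 96 of 128 matched coding exons (75.0%), against 868 of 1457 other coding exons (59.6%, two-sided Fisher's exact p = 0.000624). This check is void as a test of the 350 events, because only 36.6% of them had a matched coding exon and 80% were needed. Whether changed exons keep the reading frame more often stays open.

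MBNL1 itself had fewer reads in RBM47 cells, 812 against 4303 in control summed over its events, where events can share reads. Relative to the median of 6994 genes with at least 200 reads this was a log2 ratio of -2.20, and 16 genes lay lower. A bias against long regions predicts a ratio about as low in genes of similar region length, but the 699 other genes in the same length class had a median log2 ratio of -0.0908, and 2 of them lay lower than MBNL1. The lower quartile of these genes was -0.470. Length had a weak relation to the ratio across genes (Spearman rho -0.255), so a smaller bias against long regions is not excluded. Only MBNL1 was compared with genes of similar region length. In a list of 39 splicing factor genes drawn up after the MBNL1 reads were seen, 33 had at least 200 reads and 6 had an absolute log2 ratio above 1, all lower in RBM47 cells (MBNL1, MBNL2, RBFOX2, CELF1, QKI and TIA1). A lower MBNL1 level may contribute to the higher inclusion of the MBNL1 exon and to other changes. Group totals have no replicates and 1 clone was used, so this cannot be told apart from a direct effect of RBM47.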
